A study of Mus musculus with 4 samples. Its data were reported in "Smad3 promotes adverse cardiovascular remodeling and dysfunction in doxorubicin-treated hearts" (2022).

How the data were processed

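RNA was measured in endothelial cells selected with CD31 beads from the hearts of male mice, in 4 libraries of 1 group each: WT saline, WT Dox, Smad3 KO saline and Smad3 KO Dox. The mice were 7 weeks old at the first of 4 weekly injections (5 mg/kg of doxorubicin, or saline) and 20 weeks old at collection. Groups follow the sample titles. The genotype tag went against the title for 2 samples, and grouping by the tag was tried for Smad3.

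The authors deposited a table of FPKM per gene and library, which is the only measurement used. The submitters' processing notes name CASAVA, STAR and the GRCm38 build (p4), without tool versions. The methods of the study name TopHat, Bowtie and Cufflinks with a human build for its RNA sequencing as a whole, so the aligner behind these values is uncertain. The annotation release and the use of strand are not given in the sources used here, and antisense or overlapping genes and near-identical copies cannot be told apart in these values. The table held 45952 lines for 45882 gene IDs. Values of 51 IDs that stood on several lines (121 lines) were summed. All values but 1 stood at 0.05 or above, 20531 IDs stood at 0.05 in all 4 libraries, and the 1 lower value was set to 0.05. In 27 lines the gene symbol had been turned into a date, and IDs were used to match. No per-sample column was left unused.

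FPKM carry no counts, so no count model was fitted. The sum of FPKM was 509815 in WT saline, 579705 in WT Dox, 666861 in Smad3 KO saline and 563195 in Smad3 KO Dox. Mitochondrially encoded genes took 10.5%, 16.8%, 20.1% and 8.95% of it in that order, and globin genes took 0.864%, 0.753%, 1.54% and 5.04%. Low values of protein-coding genes with a single transcript fell on steps that depend on transcript length. The steps gave the estimates of mapped fragments in the report, from 459 to 520 genes per library, and the depth of Smad3 KO Dox was the lowest. Counting error could not be given per gene.

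Differences were taken between log2(FPKM + 0.5) values of 2 libraries, among 12325 genes with a mean over the 4 libraries of at least 1 FPKM. With 1 library per group no test within a comparison is possible, and no p-value or SD is given. A fit of genotype and treatment as additive terms would leave 1 residual degree of freedom, only by taking them not to act together, and was not used. A gene passed the size rule with a log2 difference of at least 1 in either direction. The study used the same size and replaced only FPKM of 0 by 0.5. Adding 0.5 to every value shrinks the differences of low genes, and replacing only the lowest values gave 690, 1619, 1197 and 870 genes in place of 459, 1224, 845 and 582. These counts follow the order of the comparisons, which were WT Dox against WT saline, Smad3 KO Dox against WT Dox, Smad3 KO Dox against Smad3 KO saline and Smad3 KO saline against WT saline.

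Gene lists, 35 in all, were written before the data were examined: pathways (TGF-β, extracellular matrix, replication, mitosis, p53 and arrest, cytokines, NF-κB and adhesion, interferon, angiogenesis, vasoactive, stress, mitochondrially encoded, nuclear oxidative phosphorylation, housekeeping and ribosomal genes), markers of 18 cell types and 2 lists from the text of the study. For the 32 lists with at least 3 members above the filter, the median difference was placed among those of 10000 random lists of the same size, matched on mean expression in 20 bins. A median outside the middle 95% is said to stand apart, as a description of these libraries. Some genes stand in more than 1 list, such as Vwf, Lyve1 and Fn1. Genes that the study named from these same libraries also stand in the pathway lists. Ccl5, Ccl6 and Ccl9 are among the cytokines, Gas7 in the p53 list, E2f2 and Chaf1a in replication and Hgf in angiogenesis. For these members the lists are not independent of the data.

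Named genes were chosen by a rule fixed beforehand: Smad3, the 8 mouse genes named by the study, up to 3 members of each list with the largest differences past the size rule, the 8 highest and 8 lowest genes of each comparison with a mean of at least 5 FPKM, the 8 strongest genes of the overlap in each direction, and 9 control genes given as values. Predicted genes, receptor segments and Y-linked genes were left out of the names. Genes named outside the rule are said to be chosen after their values were seen. Of the genes that meet this rule, 1 is not reported here.

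The overlap of calls was set beside the product of list sizes over the genes tested, and beside 1000 draws that shuffled the 4 values of each gene over the libraries. Alternatives changed 1 choice at a time: a pseudocount of 0.1 or 1, replacing only the lowest values by 0.5, no filter, a mean of at least 5 FPKM, median-ratio or upper-quartile scaling, a sum of 1000000 per library (TPM), a size rule of 2, leaving out 107 markers of other cell types, and the grouping of Smad3 by tag. Another 4 were chosen after the data were examined: removing a running median over transcript length or GC content (50 bins), leaving out IDs on several lines, and keeping nuclear protein-coding genes only. Lengths, GC content and coordinates came from GENCODE mouse release 21 on GRCm38, which matched 12276 of the 12325 genes.

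The procedure was tested on simulated data for WT Dox against WT saline with 12325 genes. It placed 89% of changes of 1.5 log2 units and 98% of changes of 2.0 past the size rule, and 1 unchanged gene passed. The simulated noise was alike for all genes and set by choice. These figures therefore do not measure error between real libraries, which 1 library per group cannot give. A simulation with larger noise and no changed genes put 566 genes past the rule in opposite directions in comparisons that shared 1 library. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.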

Results

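Transcript levels were measured by RNA sequencing in endothelial cells isolated from the hearts of male mice on beads that bind CD31 (Pecam1), a surface protein of endothelium. The mice were wild type (WT) or lacked Smad3 (Smad3 KO), a transcription factor that carries TGF-β signals to the nucleus. They had received 4 weekly injections of saline or of doxorubicin (Dox) at 5 mg/kg, and the hearts were collected 9 wk after the last injection. Doxorubicin is an anthracycline used against cancer, and its use is limited by late damage to the heart. There were 4 groups with 1 library each, so no difference below has a replicate check and no error or test is given. A gene is said to have risen or fallen where its log2(FPKM + 0.5) differed by at least 1 between 2 libraries, a scale that understates the change of low genes. FPKM is the number of sequenced fragments of a gene scaled to transcript length and to library size. The deposited table gave no counts. The spacing of its low values corresponded to about 28400000 fragments for WT saline, 26300000 for WT Dox, 26100000 for Smad3 KO saline and 21400000 for Smad3 KO Dox, as an estimate that rests on a fragment length fitted to the same values.

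Smad3, the targeted gene, was measured first because it checks the labels. Smad3 (ENSMUSG00000032402; GRCm38 chromosome 9, 63646767 to 63757994, minus strand) had 2.95 FPKM in WT saline and 2.09 FPKM in WT Dox, against 1.02 FPKM in Smad3 KO saline and 0.848 FPKM in Smad3 KO Dox. The mean log2 difference of the KO libraries from the WT libraries was -1.06, and -0.86 with a pseudocount of 1 in place of 0.5. Smad3 fell in Smad3 KO saline against WT saline (-1.19, and -0.97 with a pseudocount of 1) and differed by -0.94 between the Dox libraries, short of the size rule. Transcript remained in both KO libraries, and reads from the part of the gene that the targeting leaves in place cannot be told from intact transcript in a value per gene. For 2 of the 4 libraries, those titled Smad3 KO saline and WT Dox, the genotype tag named the other genotype. Groups here follow the titles. Grouped by the tag, the mean difference in Smad3 was -0.29, and the column names of the table also follow the titles.

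**Figure D1:**
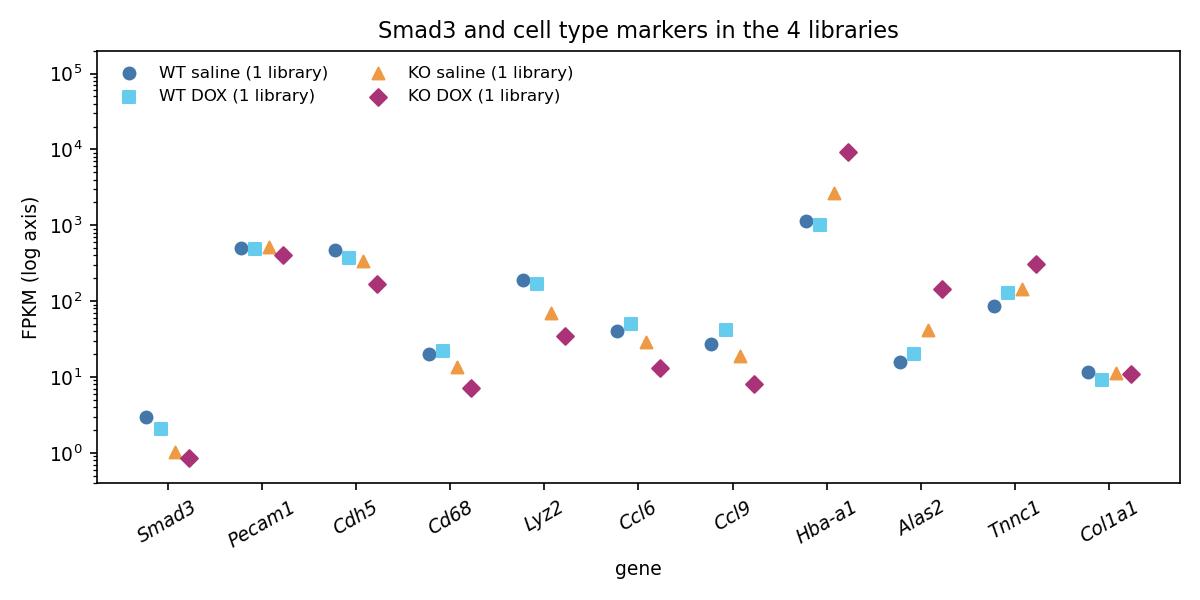
FPKM (log axis) of Smad3 and of marker genes of endothelium (Pecam1, Cdh5), macrophages (Cd68, Lyz2, with the chemokines Ccl6 and Ccl9), red blood cells (Hba-a1, Alas2), cardiomyocytes (Tnnc1) and fibroblasts (Col1a1). Each point is 1 library, and Smad3 ran from 0.848 to 2.95 FPKM and Hba-a1 from 1011 to 9156 FPKM.

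The markers of the isolated cells showed endothelium with RNA of other cells beside it. Pecam1 had 499, 488, 511 and 401 FPKM in WT saline, WT Dox, Smad3 KO saline and Smad3 KO Dox. Cdh5, the cadherin of endothelial junctions, had 475, 372, 341 and 168 FPKM in the same order. Ptprc, the leukocyte antigen CD45, had 7.06, 5.36, 6.96 and 3.32 FPKM, and the macrophage gene Cd68 had 20.3, 22.1, 13.5 and 7.16 FPKM. Myh6, the myosin of cardiomyocytes, had 68.5, 112, 153 and 87.6 FPKM, and the fibroblast collagen Col1a1 had 11.6, 9.17, 11.2 and 10.8 FPKM. The hearts had been perfused to wash out blood. The globin gene Hba-a1, a mark of red blood cells, still had 1157, 1011, 2693 and 9156 FPKM. Gapdh had 484, 504, 538 and 787 FPKM. Actb, often used as a reference gene, had 3160, 3468, 13709 and 3257 FPKM.

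The first comparison asked which transcripts of WT cardiac endothelium differed 9 wk after doxorubicin. Adhesion and cytokine genes and genes of cell division were lower in WT Dox than in WT saline, and mitochondrially encoded genes were higher. Of 24 genes of NF-κB signaling and leukocyte adhesion, 3 fell and none rose. The selectins Selp (log2 difference -1.24) and Sele (-1.22), which slow leukocytes on the vessel wall, went from 13.3 to 5.34 and from 10.6 to 4.26 FPKM. The NF-κB regulator Nfkbiz went from 93.3 to 40.5 FPKM (-1.19). Sele and Nfkbiz were also low in both KO libraries, at 3.76 and 38.5 FPKM in Smad3 KO saline and 3.06 and 40.7 FPKM in Smad3 KO Dox, so that for these genes the single WT saline library stood above the other 3. Of 28 cytokine and chemokine genes, only the neutrophil attractant Cxcl1 passed the size rule, falling from 119 to 53.2 FPKM (-1.16).

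Of 11 mitosis genes with a mean of at least 1 FPKM, 3 fell: Top2a (3.24 to 1.25 FPKM), which untangles DNA, Prc1 (3.06 to 1.2 FPKM) and Birc5 (2.62 to 1.04 FPKM). Their log2 differences, from -1.09 to -1.02, lay close to the size rule, and all 3 calls ended with a pseudocount of 1. Top2a had 1.46 and 1.34 FPKM in the KO libraries, so WT saline stood above the other 3 here as well. None of 19 DNA replication genes passed it, with a median of -0.36. In the TGF-β list of 31 genes only the matrix protein gene Thbs1 passed, falling from 33.5 to 11.9 FPKM (-1.45). The stress gene Gadd45b fell from 91.9 to 39.2 FPKM (-1.22), as the 1 gene of 25 immediate early and dissociation stress genes that passed. Nts, a lymphatic marker, fell from 15.7 to 5.4 FPKM (-1.46). In the interferon list of 27 genes no gene rose, and Mx2 fell from 10.9 to 4.58 FPKM (-1.17), while the median of the list was 0.31. Of 13 mitochondrially encoded genes, a list that leaves out the ribosomal RNAs, 5 rose. These included mt-Co3, a subunit of cytochrome oxidase, which went from 2979 to 6581 FPKM (1.14). Myh7, a cardiomyocyte myosin, rose from 4.09 to 8.89 FPKM (1.03), the 1 gene of 19 cardiomyocyte markers to pass. Rescaling to TPM ended the calls of all 5 mitochondrially encoded genes and of Myh7.

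Among all genes with a mean of at least 5 FPKM, the lowest log2 differences included the cell cycle factor E2f3 (65.8 to 9.56 FPKM, -2.72), the RNA host gene Gas5 (36 to 6.39 FPKM, -2.40), Hemk1 (-1.94), Fam71a (-1.82) and the tight junction gene Cldn12 (-1.82). E2f3 (18.2 and 11.4 FPKM), Gas5 (7.6 and 11.9 FPKM) and Fam71a (5.03 and 3.4 FPKM) were also low in Smad3 KO saline and Smad3 KO Dox. For these genes the single WT saline library again stood above the others. The highest log2 differences included Zfp771 (4.72 to 104 FPKM, 4.32), Rccd1 (1.89) and Immp2l (1.71). Small RNAs filled the extremes as well. Snora81 (102 FPKM), Snora73b (17.5 FPKM) and Rnu2-10 (8.97 FPKM) of WT saline stood at the lowest value of the table, 0.05, in WT Dox, and Snora23 stood at 0.05 in WT saline and at 43.4 FPKM in WT Dox.

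In all, 459 of 12325 genes passed the size rule, 127 higher and 332 lower in WT Dox. Of these, 49 and 164 also passed in the same direction in Smad3 KO saline against the same WT saline library. With each library rescaled to the same FPKM sum (TPM) the split between WT Dox and WT saline was 111 higher and 630 lower, and the median of all genes moved from -0.06 to -0.24. The medians of NF-κB and adhesion genes (-0.36) and of the immediate early and dissociation stress genes (-0.39) lay below, and those of the interferon (0.31) and mitochondrially encoded genes (0.96) above, all of 10000 random lists of the same size and expression. The mitosis median of -0.86 lay at percentile 0.01, the cytokine median of -0.23 at percentile 1.1 and the lymphatic median of -0.48 at percentile 0.18. Beside these groups, cardiomyocyte markers had a median of 0.49, above all random lists. Macrophage markers had a median of 0.06 (below 0 after rescaling to TPM), with none of 24 past the rule. The replication median lay at percentile 1.3, and inside the middle 95% of random lists among genes with a mean of at least 5 FPKM.

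The second comparison asked how Smad3 loss altered the endothelium of doxorubicin-treated hearts. Macrophage genes and several chemokines were lower in Smad3 KO Dox than in WT Dox, red blood cell genes were far higher, and TGF-β, endocardial and lymphatic genes were lower. Of 24 macrophage and monocyte markers 14 fell and none rose. Lyz2, the lysozyme of myeloid cells, went from 167 to 34.4 FPKM (-2.26). F13a1 went from 29 to 5.83 FPKM (-2.22) and the scavenger receptor Cd163 from 12.9 to 2.69 FPKM (-2.07). Of 28 cytokine and chemokine genes 6 fell and 1 rose. Ccl5, Ccl6 and Ccl9, which the study named from these same libraries, are among the 6. Ccl8 (4.46 to 0.187 FPKM, -2.85) and Ccl9 (41.7 to 8.19 FPKM, -2.28), chemokines that attract leukocytes, were the lowest, and Il34, a growth factor for macrophages, rose from 10.5 to 41.4 FPKM (1.93). All 7 erythroid markers above the filter rose. Beside Hba-a1 (3.18), Hba-a2 went from 1539 to 11634 FPKM (2.92).

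Of 31 TGF-β pathway genes only Smad7, the inhibitor that TGF-β signaling induces, passed the rule. It fell from 25.9 to 9.63 FPKM (-1.38). The median of this list was -0.39. Of 17 pan-endothelial genes 2 fell, Cdh5 from 372 to 168 FPKM (-1.15) and Ptprb from 133 to 61.9 FPKM (-1.10). Vwf, the clotting glycoprotein of endothelium, fell from 136 to 43.5 FPKM (-1.63) and Notch1 from 88.9 to 32.1 FPKM (-1.46). Npr3, an endocardial receptor, went from 11.5 to 4.63 FPKM (-1.23), and the lymphatic genes Lyve1 (-1.11), Ccl21a (-1.06) and Reln (-1.03) fell as 3 of the 4 that passed among 9. Among 31 angiogenesis genes 2 fell and 3 rose, the latter with Pdgfa (18.8 to 43.1 FPKM, 1.17) and the coreceptor Nrp1 (289 to 649 FPKM, 1.17). Heat shock genes Hsph1 (47.8 to 7.26 FPKM, -2.64), Hspb1 (-1.17) and Dnaja1 (-1.09) fell. Of 29 nuclear oxidative phosphorylation genes 2 rose, Ndufs7 (1.07) and Ndufa2 (1.06), while 6 of 13 mitochondrially encoded genes fell, with mt-Atp6 at -1.61. The mitochondrial ribosomal RNAs mt-Rnr1 (1.03) and mt-Rnr2 (1.06), outside that list and chosen after their values were seen, were higher in Smad3 KO Dox. Mitochondrially encoded genes have near-identical copies in the nuclear genome, so their values are uncertain. The cardiomyocyte genes Ckm (48.1 to 137 FPKM), Tnnc1 (1.26) and Actc1 (1.14) rose, and of 14 pericyte and smooth muscle genes Vtn (1.12) and Kcnj8 (1.11) rose and Myocd (-1.04) fell. The interferon gene Ifit1 rose from 26.7 to 59.5 FPKM (1.14), Mmp14 of the matrix list rose (1.15) and Hspg2 fell (-1.34). With a trend over transcript length removed, the calls of Ptprb, Npr3, Reln, Pdgfa, Dnaja1, Tnnc1, Actc1, Vtn, Myocd, Ifit1, Mmp14 and Hspg2 ended, and those of Ndufs7, Ndufa2 and Kcnj8 ended with median-ratio scaling.

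The study named 8 mouse genes for the response to doxorubicin. They were chosen from these libraries, so their values here are not independent evidence of direction. The study reports that real-time PCR bore out its transcriptomic results, in data not used here. From WT saline to WT Dox the values went from 40.2 to 50.7 FPKM for Ccl6, from 27.4 to 41.7 FPKM for Ccl9, from 1.52 to 2.13 FPKM for Ccl5 and from 3.82 to 5.13 FPKM for Gas7. Over the same pair E2f2 had 0.576 and 0.338 FPKM, Hgf 1.31 and 0.611 FPKM, Haus1 2.52 and 2.15 FPKM, and Chaf1a 0.836 and 0.323 FPKM. None of the 8 passed the size rule in that comparison with 0.5 added to every value. With only the lowest values of the table replaced by 0.5, which is nearer to the formula of the study, Hgf (-1.09) and Chaf1a (-1.37) passed. In Smad3 KO Dox against WT Dox, Ccl6 (-1.91), Ccl9 (-2.28), Ccl5 (-1.14) and Gas7 (-1.28) fell and Haus1 (1.55) and E2f2 (1.19) rose, the last with a mean under 1 FPKM. Chaf1a (0.81) and Hgf (0.97) did not pass, and with only the lowest values replaced they did, at 1.55 and 1.46. The calls of Ccl5 and E2f2 ended with a pseudocount of 1 and that of Gas7 with the length trend removed. The median of the 6 genes above the filter was 0.35 after doxorubicin in WT cells and -1.21 with Smad3 loss, and neither stood apart from random lists when all 8 genes entered without the filter. The list mixes genes that the study gave as higher after doxorubicin with genes it gave as lower, so its median does not measure the response. Of 12 upstream regulators that the study named, 9 were above the filter, and only Kdm8 (1.35) passed in this comparison.

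The lowest log2 differences with a mean of at least 5 FPKM included Ece1, the enzyme that makes active endothelin, which went from 3614 to 86.6 FPKM (-5.37), Sln (4.24 FPKM in WT Dox and the lowest value of the table, 0.05, in Smad3 KO Dox, so that its difference of -3.11 is set by that floor and the pseudocount), Zfp771 (-3.04), the splicing factor Hnrnph1 (620 to 81.5 FPKM, -2.92), the complement receptor C5ar1 (-2.69) and the iron carrier Trf (-2.50). The highest included the class I histocompatibility genes H2-Q5 (5.76 to 77.5 FPKM, 3.64), H2-Q6 (10.8 to 135 FPKM, 3.58) and H2-Q7 (16.3 to 148 FPKM, 3.15), which share near-identical sequence and are uncertain one by one, and Ift46 (14.2 to 164 FPKM, 3.48). Ece1 had 4144 FPKM in WT saline and 5589 FPKM in Smad3 KO saline, far above Cdh5 (475 and 341 FPKM), and was low in Smad3 KO Dox only. Reads of an overlapping gene cannot be told apart in these values, so whether the transcript of the enzyme changed is uncertain.

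In this comparison 1224 genes passed, 762 higher and 462 lower in Smad3 KO Dox. With median-ratio scaling the split turned to 575 higher and 612 lower, and with upper-quartile scaling to 568 higher and 624 lower, and the median of all genes moved from 0.12 to 0.01 with both. The medians of the macrophage markers (-1.19), endocardial (-0.78) and mitochondrially encoded genes (-0.99) lay below, and those of the erythroid (2.79) and nuclear oxidative phosphorylation genes (0.65) above, all random lists. The TGF-β median lay at percentile 0.02, the lymphatic median of -0.74 at percentile 0.03 and the venous median of -0.40 at percentile 1.4. The pan-endothelial median of -0.25 lay at percentile 1.1, and at percentile 40.0 once a trend with transcript length was removed, an alternative chosen after the data were examined. The same removal brought the angiogenesis median from percentile 0.19 to 3.9.

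**Figure D2:**
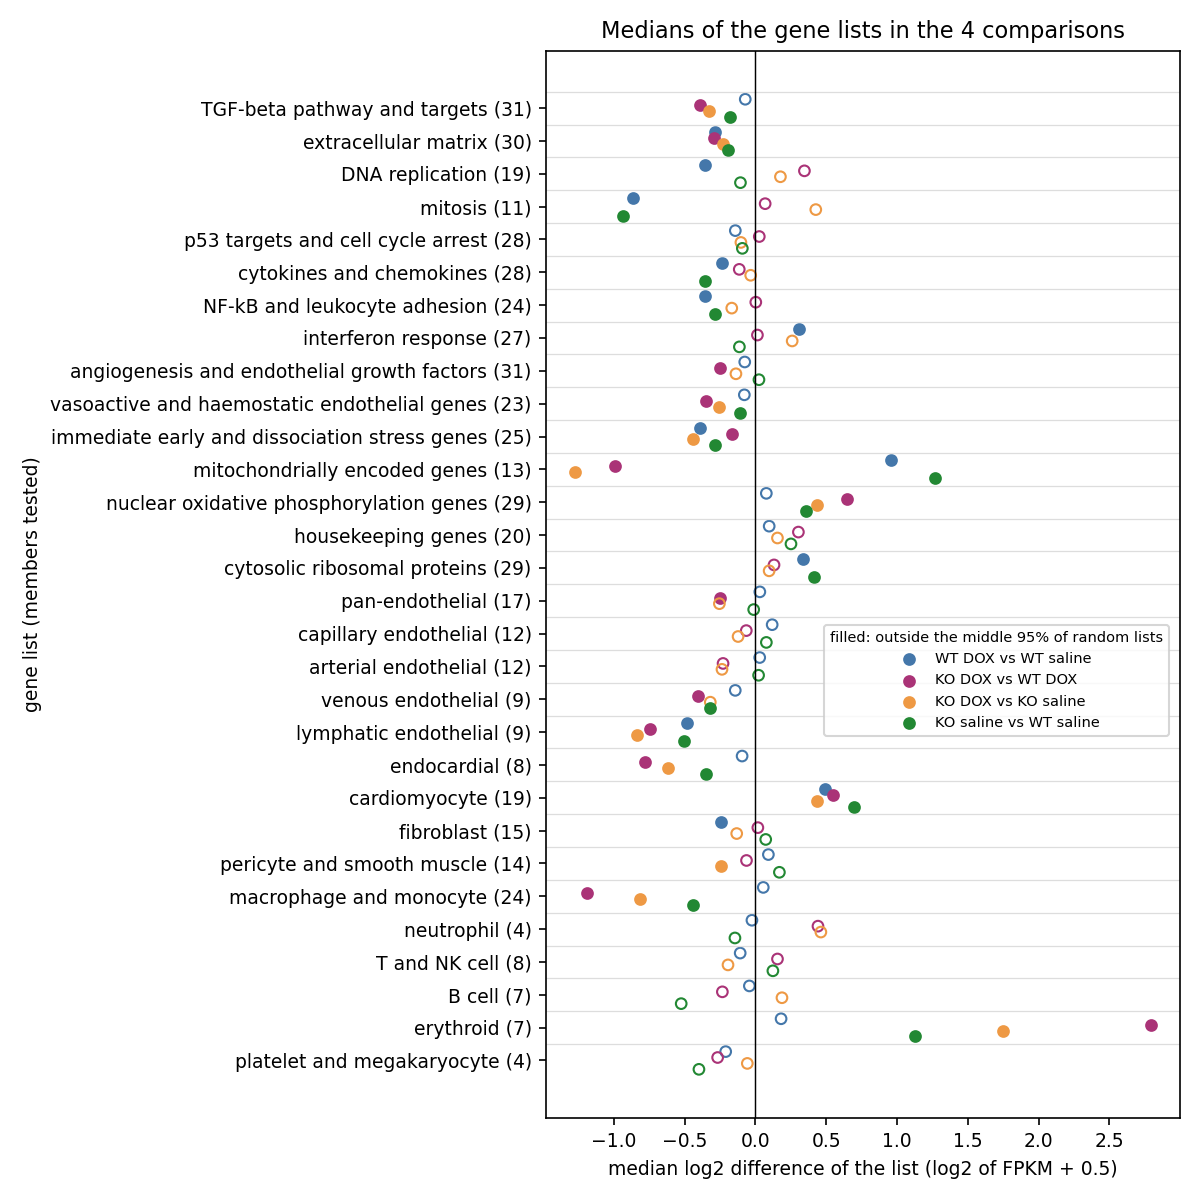
Median log2 difference of each gene list (rows, with the number of members tested) in the 4 comparisons. Filled points lie outside the middle 95% of 10000 random lists of the same size and expression, with the macrophage median at -1.19 and the erythroid median at 2.79 in Smad3 KO Dox against WT Dox.

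The study intersected its gene lists from these 2 comparisons, so their overlap was counted. Of 12325 genes, 117 passed the rule in both with opposite directions, 52 of them up after doxorubicin and down with Smad3 loss and 65 the reverse, and 36 passed with the same direction. In the up-then-down group, beside Snora23 and Zfp771, stood the retinoic acid hydroxylase Cyp26b1 (2.97, 10.3 and 2.96 FPKM in WT saline, WT Dox and Smad3 KO Dox), the transcription factor Bach2 (5.61, 13.5 and 3.12 FPKM), mt-Co3 (2979, 6581 and 2356 FPKM), Rpain (11.6, 24.8 and 7.54 FPKM) and Tmem104 (4.27, 9.15 and 3.93 FPKM). In the down-then-up group stood the phosphatase subunit Ppp2r3d (180, 53.4 and 128 FPKM), Foxred1 (7.85, 3.11 and 7.32 FPKM), Coa4 (6.2, 2.57 and 6.19 FPKM) and Hemk1 (10.8, 2.46 and 5.74 FPKM). Rescaling to TPM took mt-Co3, Rpain and Tmem104 out of the overlap, removing the length trend Ppp2r3d, Foxred1, Coa4 and Hemk1, and a pseudocount of 1 Tmem104 and Hemk1. The count of 117 was 49 among nuclear protein-coding genes and 33 among genes with a mean of at least 5 FPKM. Both comparisons use the WT Dox library, and a chance high or low value there gives opposite changes with no effect at all. When the 4 values of each gene were shuffled over the libraries, 296 genes on average passed with opposite directions, and 247 was the lowest of 1000 draws. Independent lists of these sizes would share 4.76 genes up and then down, 20.5 down and then up, and 20.3 in the same direction. Of the 12 ways to pick a shared library and the pair around it, the choice of WT Dox between WT saline and Smad3 KO Dox gave the lowest count. With Smad3 KO Dox as the shared library the counts were 496, 562 and 835. The shuffled draws treat the 4 libraries as alike, and these counts show that they were not. A count of 117 below the draws is thus no evidence of less overlap than chance. The covariance of the 2 differences was -0.0381, against -0.209 on average in the shuffled draws. Part of the overlap above independent lists may therefore come from the shared library, and with 1 library it could not be split.

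The third comparison asked what doxorubicin did in endothelium without Smad3. In Smad3 KO Dox against Smad3 KO saline, macrophage genes, mitochondrially encoded genes and lymphatic and endocardial genes were lower and red blood cell genes were higher. The second and the third comparisons both use the Smad3 KO Dox library, and 496 genes passed in the same direction in both. A chance value in Smad3 KO Dox gives that with no effect at all, so the 2 comparisons are not independent for these genes. Of 24 macrophage markers 7 fell, among them Cd163 (9.16 to 2.69 FPKM, -1.60), F13a1 (15.8 to 5.83 FPKM, -1.37) and Ms4a7 (-1.25). Of 13 mitochondrially encoded genes 9 fell, with mt-Atp8 at 45010 and 8583 FPKM (-2.39) and mt-Co3 at -1.83. The ribosomal RNAs mt-Rnr1 (1759 to 2604 FPKM) and mt-Rnr2 (2371 to 4105 FPKM), outside that list, went the other way. All 7 erythroid genes rose, with Bpgm at 1.87 and Hba-a1 at 1.77. Smad7 fell from 21.2 to 9.63 FPKM (-1.10) and the matrix gene Fn1 from 76.9 to 37.4 FPKM (-1.03). Vwf (-1.23), Cdh5 (-1.02), Notch1 (-1.27), Npr3 (-1.02), Hspg2 (-1.38), Ccl21a (-1.22) and Lyve1 (-1.16) fell, and Selp (1.03) and Pdgfa (1.24) rose. Of the 9 lymphatic and 8 endocardial genes, 3 and 2 fell, and none did after rescaling to TPM, which left 3 of the macrophage and 7 of the mitochondrially encoded calls. Rescaling to TPM ended the calls of Smad7, Fn1, Vwf, Cdh5, Npr3, Ccl21a and Lyve1, removing the length trend ended those of Notch1, Hspg2 and Pdgfa, median-ratio scaling that of Selp and a pseudocount of 1 that of Ms4a7.

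Of 28 cytokine genes 2 rose and 3 fell. Ccl12 went from 0.32 to 5.09 FPKM (2.77) and the interferon-induced chemokine Cxcl10 from 6.48 to 14.7 FPKM (1.12, a call that ended with the length trend removed), while Ccl9 fell (-1.16, a call that ended after rescaling to TPM). Ifit1 rose from 18.6 to 59.5 FPKM (1.65) as the 1 interferon gene of 27 to pass. Hsph1 (-1.14) and Hspa1b (-1.01) fell, and both calls ended after rescaling to TPM. The lowest values also included Ece1 (5589 to 86.6 FPKM, -6.00), the calcium channel subunit Cacnb4 (24.4 to 0.245 FPKM, -5.07), Sln (15.3 FPKM to the floor of 0.05, -4.85), Ccl24 (-2.15) and Actb (-2.07), and the highest Ift46 (2.64) and Yam1 (2.10). The Ece1 value is uncertain, as in the second comparison. In all 845 genes passed, 495 higher and 350 lower, and 1009 higher and 247 lower after rescaling to TPM, which moved the median of all genes from 0.05 to 0.29. The medians of macrophage (-0.81), lymphatic (-0.83), mitochondrially encoded (-1.27), TGF-β (-0.33) and stress genes (-0.44) lay below all random lists and that of erythroid genes (1.75) above them. The endocardial median of -0.62 lay at percentile 0.03. The pericyte and smooth muscle median of -0.24 lay at percentile 2.4, and at percentile 53.1 with the length trend removed.

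The fourth comparison asked how Smad3 loss altered the endothelium of saline-treated hearts. Chemokines, macrophage genes, selectins, mitosis genes and immediate early and dissociation stress genes were lower in Smad3 KO saline than in WT saline, and mitochondrially encoded, cardiomyocyte and red blood cell genes were higher. Of 28 cytokine genes 7 fell and none rose, with Ccl12 (9.33 to 0.32 FPKM, -3.58), Ccl8 (4.99 to 0.359 FPKM, -2.67) and Ccl3 (24.8 to 5.57 FPKM, -2.06) the lowest. Of 24 macrophage markers 3 fell, Lyz2 (192 to 69.6 FPKM, -1.46), Cd163 (-1.05) and Plac8 (2.46 to 0.977 FPKM). Sele (-1.38), Selp (-1.32) and Nfkbiz (-1.27) fell as 3 of 24 adhesion genes, the same 3 as in the first comparison. Both comparisons use the WT saline library, and 213 genes passed in the same direction in both (49 higher and 164 lower than in WT saline) and 20 in opposite directions. A chance value in WT saline gives the same direction in both with no effect at all, so the 2 comparisons are not independent for these genes. Of 11 mitosis genes 4 fell, including Mki67 (2.35 to 0.64 FPKM, -1.32), Birc5 (-1.29) and Tpx2 (-1.28), and the replication gene Uhrf1 (-1.22) and the p53 regulator Mdm2 (23.1 to 10.8 FPKM, -1.06) fell. Mx2 fell (-1.24), and the growth factor Fgf1 rose from 4.54 to 10.6 FPKM (1.14). The calls of Fgf1, Myh6 and Hba-a1 ended after rescaling to TPM, those of Plac8 and Tpx2 with a pseudocount of 1, those of Mki67 and Cd163 with the length trend removed and that of Mdm2 with a trend over GC content removed.

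Of 13 mitochondrially encoded genes 11 rose (4 after rescaling to TPM), with mt-Nd3 at 1.85. Of 7 erythroid genes 5 rose (2 after rescaling to TPM), with Hba-a2 at 1.39 and Alas2, the first enzyme of heme synthesis in red cells, at 1.37. Myh6 was the 1 cardiomyocyte marker of 19 to rise (1.15). None of 31 TGF-β genes passed. The lowest values over all genes also included Hnrnph1 (596 to 88 FPKM, -2.75), Efcab7 (-2.52), Fam71a (-2.20), Gas5 (-2.17) and Snhg12 (-2.02), and the highest Cacnb4 (4.87), H2-Q5 (3.65), H2-Q6 (2.83), H2-Q7 (2.63), Immp2l (2.46), Tbx3os1 (2.27), Actb (2.12) and the fast muscle myosin gene Mylpf (2.06). Cacnb4 and Actb fell in the third comparison, which uses the same Smad3 KO saline library. Between the third and the fourth, 126 genes passed in opposite directions, which a chance value in Smad3 KO saline gives with no effect. In all 582 genes passed, 209 higher and 373 lower, and 130 higher and 1276 lower after rescaling to TPM, which moved the median of all genes from -0.01 to -0.38. The medians of macrophage genes (-0.44) and of the stress genes (-0.29, with 20 of 25 below 0 and none past the rule) lay below, and those of mitochondrially encoded (1.27), cardiomyocyte (0.70) and erythroid genes (1.13) above, all random lists. The cytokine median of -0.35 lay at percentile 0.05, that of adhesion genes (-0.29) at 0.08, that of mitosis genes (-0.93) at 0.01 and that of lymphatic genes (-0.50) at 0.2.

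The remaining medians of the fixed lists follow the order WT Dox against WT saline, Smad3 KO Dox against WT Dox, Smad3 KO Dox against Smad3 KO saline, and Smad3 KO saline against WT saline. Genes of the p53 response and cell cycle arrest had medians of -0.14, 0.03, -0.10 and -0.09, all inside the middle 95% of random lists. With the length trend removed the third was -0.25, at percentile 0.52. The cytosolic ribosomal protein genes had medians of 0.33, 0.13, 0.10 and 0.42 with none of 29 past the rule, and the first and the fourth medians lay above the middle 95%, the latter only while the length trend was left in. Vasoactive and hemostatic genes had medians of -0.08, -0.35, -0.26 and -0.11, the second at percentile 0.12, the third at 0.78 and the fourth at 2.4 (the last inside the middle 95% with the length trend removed), and in the second comparison Ece1, Vwf and the heme-degrading enzyme Hmox1 (62.8 to 25.5 FPKM, -1.29) fell. The Ece1 value is uncertain, as given above. Replication genes had medians of 0.35, 0.18 and -0.11 in the last 3 comparisons, where the primase gene Prim1 rose with Smad3 loss under doxorubicin (2.52 to 7.72 FPKM, 1.45). Mitosis genes had medians of 0.07 and 0.43 in the second and the third comparisons, the former below 0 with median-ratio scaling, and Ube2c (1.45) and Aurkb (1.30) rose in the second, the latter only while the length trend was left in. Stress genes had a median of -0.17 in the second, at percentile 1.6, and interferon genes 0.01, 0.26 and -0.11 in the last 3. Adhesion genes had medians of 0.00 and -0.17 in the second and the third, with Il6ra (-1.31, a call that ended with the length trend removed) the 1 gene to fall in the second, and cytokines -0.11 and -0.03. TGF-β genes had medians of -0.07 and -0.18 in the first and the fourth, the latter at percentile 0.82 and at 18.1 with the length trend removed. Nuclear oxidative phosphorylation genes had medians of 0.08, 0.43 and 0.36 in the first, the third and the fourth. The third lay above all random lists and the fourth at percentile 99.8, and the first and the fourth lay below 0 after rescaling to TPM. Housekeeping genes had medians of 0.10, 0.30, 0.16 and 0.25, with the first and the fourth below 0 after rescaling to TPM. Before rescaling, 1 of 20 rose in the first, 1 rose and 2 fell in the third, and 1 rose in the fourth. Actb was among the calls of the third and the fourth, and none passed in the second. Of the upstream regulators named by the study, with medians of -0.09, 0.25, -0.10 and -0.18, E2f3 fell in the first and the fourth comparisons.

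Other cell types were followed by their markers in the same order. Capillary genes had medians of 0.12, -0.06, -0.12 and 0.08 and arterial genes 0.03, -0.23, -0.24 and 0.02, with none of 12 past the rule in either list and several of these signs turned by rescaling to TPM. Venous genes had medians of -0.14, -0.32 and -0.32 in the first, the third and the fourth comparisons, endocardial genes -0.09 and -0.35 in the first and the fourth, and pan-endothelial genes 0.03, -0.25 and -0.01. The venous and the endocardial medians of the fourth lay at percentiles 0.88 and 1.1, and both lay inside the middle 95% with the length trend removed. Cardiomyocyte genes had medians of 0.55 and 0.44 in the second and the third, both above the middle 95%. Angiogenesis genes had medians of -0.07, -0.14 and 0.03 outside the second comparison. Fibroblast genes had medians of -0.24, 0.02, -0.13 and 0.07, the first at percentile 2.3 and at 2.7 with the length trend removed, and 1 of 15 fell in the third comparison, the collagen receptor Ddr2 (-1.05, a call that ended after rescaling to TPM). Pericyte and smooth muscle genes had medians of 0.09, -0.06 and 0.17 in the first, the second and the fourth. Erythroid genes had a median of 0.18 in the first. Few markers of other blood cells were above the filter. Neutrophil genes (4 tested) had medians of -0.02, 0.44, 0.46 and -0.14, T and NK cell genes (8 tested) -0.11, 0.16, -0.19 and 0.12, B cell genes (7 tested) -0.04, -0.23, 0.19 and -0.52, and platelet genes (4 tested) -0.21, -0.27, -0.06 and -0.40, all inside the middle 95%. With the length trend removed, the third T and NK cell median lay at percentile 1.5 and the second and the fourth B cell medians at 1.5 and 2.3. In the second comparison 2 of the 4 neutrophil genes rose and 2 fell, among them Retnlg (1.21 to 6.87 FPKM, 2.10) and Mmp9 (2.55 to 0.431 FPKM, -1.71). Markers of Schwann cells and neurons (2 tested), adipocytes (2 tested) and mesothelium (1 tested) were too few for a median. At least 1 of the scalings also turned the sign of small medians among the angiogenesis, adhesion, cytokine, p53, interferon, pan-endothelial, fibroblast, pericyte, erythroid and blood cell lists and of the study's regulators.

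**Figure D3:**
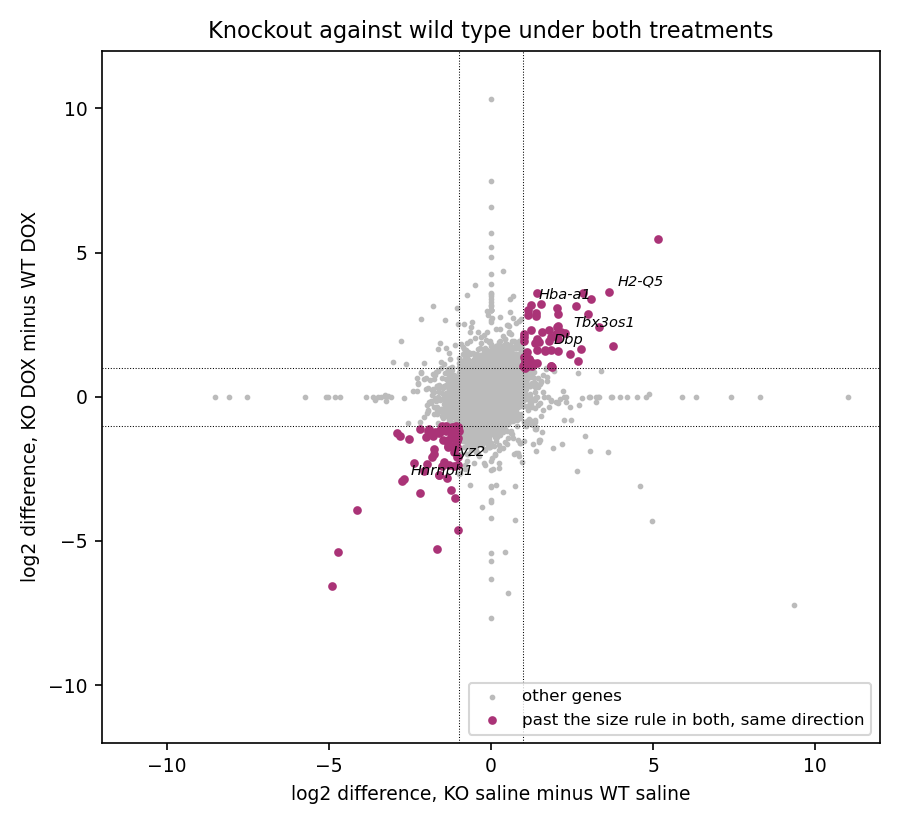
Log2 difference of Smad3 KO from WT in saline libraries (x) and in doxorubicin libraries (y) for genes with a mean of at least 1 FPKM. Each point is a gene, the 139 colored genes passed a log2 difference of 1 in the same direction in both, and dotted lines mark that size.

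The 4 libraries also gave a pair of doxorubicin differences, and a pair of genotype differences, that share no library. Across 12325 genes, which are not independent replicates, the doxorubicin difference in WT cells and that in KO cells had a Pearson r of 0.18 and a Spearman rho of 0.23. Of the genes past the rule in both, 82 had the same direction and 46 the opposite, where independent lists would share 14.5 and 16.9. The genotype differences under saline and under doxorubicin had an r of 0.29 and a rho of 0.41. Here 139 genes passed in the same direction, 64 higher and 75 lower in KO, and 39 in opposite directions, where independent lists would share 26.9 and 30.9. The genes lower in both included Hnrnph1, Lyz2, Ccl8 and Cd163, and those higher in both included H2-Q5, Hba-a1, Tbx3os1 and Mylpf. The differences between these relations were not tested.

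**Figure D4:**
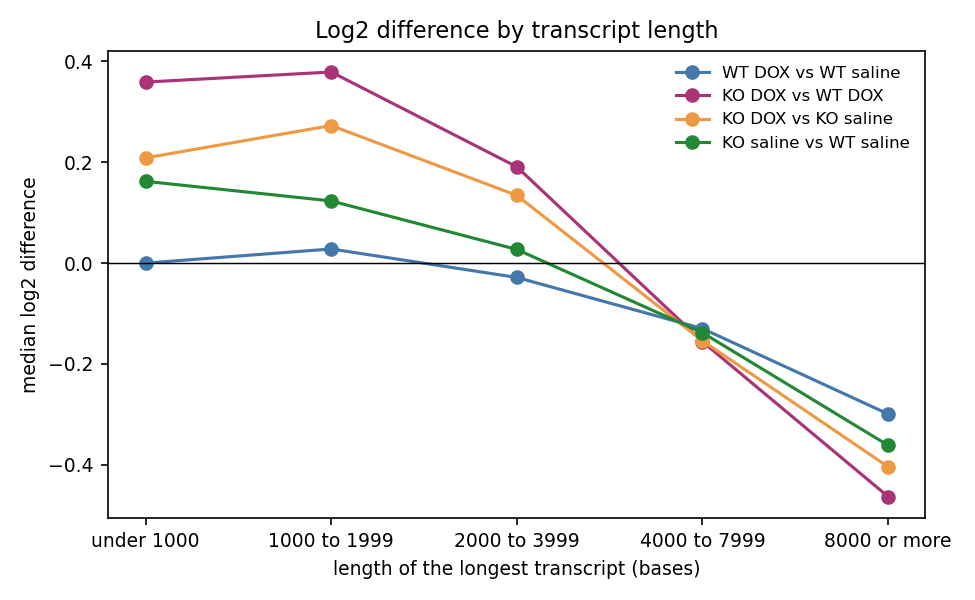
Median log2 difference (y) by the length of the longest annotated transcript in bases (x) for the 4 comparisons, each line 1 comparison. All 4 lines lay below 0 for transcripts of 4000 bases or more, and for those of 8000 bases or more Smad3 KO Dox against WT Dox stood at -0.46.

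Log2 differences also went with transcript length. Among 634 genes with transcripts of 8000 bases or more the median difference was -0.46 in Smad3 KO Dox against WT Dox, and among 1078 genes under 1000 bases it was 0.36. The Spearman rho with length across genes was -0.40 in that comparison, -0.36 in Smad3 KO Dox against Smad3 KO saline, -0.28 in Smad3 KO saline against WT saline and -0.20 in WT Dox against WT saline. The matrix genes, many with long transcripts, had medians of -0.29, -0.29, -0.23 and -0.19 in the 4 comparisons, with no more than 2 of 30 genes past the rule in any, and the third of these medians lay above 0 after rescaling to TPM. With the length trend removed only the first lay outside the middle 95% of random lists.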

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

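The tests of depth, of macrophage share, of a purer preparation and of a histocompatibility haplotype were chosen after the results were seen, as was removal of the length and GC trends, while the others were set out beforehand.

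The doxorubicin difference had opposite signs in WT and KO cells for several results, and none of these differences between genotypes was tested, since each rests on 4 single libraries. The 13 protein-coding mitochondrially encoded genes had a median of 0.96 in WT cells and -1.27 in KO cells, and mt-Co3 had 1.14 and -1.83. The mitochondrial ribosomal RNAs mt-Rnr1 and mt-Rnr2, outside that list and chosen after their values were seen, did not share this reversal. They were higher in Dox than in saline in WT cells (477 to 1274 and 657 to 1964 FPKM) and in KO cells (1759 to 2604 and 2371 to 4105 FPKM). The genes named by the study and above the filter had a median of 0.35 in WT cells and -0.81 in KO cells. That list mixes genes the study gave as higher (Ccl5, Ccl6, Ccl9 and Gas7) with genes it gave as lower. Of the latter, E2f2 and Chaf1a were under the filter, so the sign of the median follows the former. The selectin Selp had -1.24 in WT cells and 1.03 in KO cells. Immp2l had 1.71 and -1.54, Cyp26b1 had 1.64 and -1.31, and Bach2 had 1.19 and -1.53.

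Macrophage markers and chemokines were lower in Smad3 KO Dox than in WT Dox. Removing the length trend left the macrophage median at -1.37, against length as the cause, and the erythroid median of 2.79, with cardiomyocyte markers at 0.55, argues against a preparation with fewer cells of every other type. The 10 CCL chemokine genes had a median of -1.23 beside -1.19 for the macrophage markers. These chemokines are part of the pattern and the range set for them was wide, so their median gives no evidence for a smaller share of macrophages among the isolated cells. Such a smaller share stays open, as do a lower output of these genes by each cell, which was not tested, and whether Smad3 loss or the single preparation made the difference.

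Differences were more numerous where Smad3 KO Dox entered, with 1224 genes against WT Dox and 582 between the saline libraries, a ratio of 2.10. The ratio was 1.81 with the length trend removed and 2.06 with the GC trend removed, which argues against either trend as the whole cause, though length took part of the count. Without markers of other cell types it was 2.08. That leaves RNA of other cells open, since only 107 genes with 38 calls were removed. Among genes with a mean of at least 5 FPKM, where counting error is smaller, the ratio was 2.51 (632 and 252 genes), which argues against the lower depth of Smad3 KO Dox as the whole cause. Smad3 KO Dox also differed as a library. Its log2 values correlated with the others at 0.913 to 0.944, against 0.957 to 0.965 among the other libraries. Globin genes took 5.04% of its FPKM sum, against at most 1.54% elsewhere. Its highest gene was Rn18s-rs5 (13560 FPKM), where mt-Atp8 was highest in the other libraries. A trait of this single preparation stays open, as does an effect of treatment and genotype together, and neither was tested.

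Differences between KO and WT were shared by saline and doxorubicin libraries for 139 genes, 3.56 times the 39 with opposite directions. The doxorubicin differences, which also share no library, had 82 genes in the same direction and 46 in the opposite. Genes that vary together, as with transcript length or cell mix, are not independent. The excess therefore cannot exclude chance differences between single preparations. The share of these genes within 10 Mb of Smad3 was 0 times that of all tested genes (0 of 139). Only 1.13% of all tested genes lay in that window, so few of the 139 would fall there in any case. The count of 0 therefore decides little about flanking sequence carried with the targeted allele. In the histocompatibility region of chromosome 17 the share was 4.18 times that of all tested genes, from 5 genes. It was 2.59 times with the near-identical H2-Q5, H2-Q6 and H2-Q7 counted as 1. A strain difference in that region may therefore contribute and stays open, as does an effect of Smad3 loss, which was not tested apart from strain. The study bred a purchased Smad3-deficient line and does not state whether the WT mice shared its strain background. That missing fact bears on both the flanking sequence and the haplotype.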

How the results depend on the processing

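Tests with the length or GC trend removed, with nuclear protein-coding genes only and without IDs on several lines were chosen after the data were examined. No direction of a called value reversed under any alternative. A change of pseudocount cannot turn a sign, and the scalings moved a comparison by less than the size rule. That outcome was thus largely fixed in advance and is little evidence of stability. Leaving out a replicate was impossible with 1 library per group. No paired analysis was possible because each group had 1 library and no replicates to pair, and the genotype differences within each treatment are given in the report. With a mean of at least 5 FPKM Smad3 gave no value, being under the filter. The Smad3 difference was -0.86 with a pseudocount of 1 and -0.29 grouped by the tag. Without the filter on low values, which tests more genes, the 4 comparisons in the order of the report gave 814, 2044, 1662 and 992 genes, and the overlap 247. With a mean of at least 5 FPKM, which tests fewer, they gave 164, 632, 371 and 252, and the overlap 33. A size rule of 2, stricter by construction, gave 86, 154, 142 and 109, and 26. Nuclear protein-coding genes alone gave 263 for WT Dox against WT saline, 352 for Smad3 KO saline against WT saline and 49 for the overlap. Rescaling to TPM gave 741 and 1406 for the same 2 comparisons. Replacing only the lowest values gave 690 for the first and 191 for the overlap, which was 177 with a pseudocount of 0.1 and 77 with 1. The cause of these last shifts was not tested. Other counts stayed within 1.5 times of the reported ones. Of 57 list medians that stood apart among 128, removing the length trend lost 12 and brought 9 others, and having no filter lost 5 and brought 6. Of 247 named values, 38 were weaker with the length trend removed, 25 with a pseudocount of 1 and 23 after rescaling to TPM.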

Other observations

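The lists of clock genes and of small nucleolar RNA host genes, and the genes named here, were chosen after their values were seen, while the bounds for the clock test were written before its result.

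The class I histocompatibility gene H2-K1, which presents peptides to cytotoxic T cells, had 320, 361, 549 and 1019 FPKM in WT saline, WT Dox, Smad3 KO saline and Smad3 KO Dox and rose with Smad3 loss under doxorubicin. H2-D1 had 418, 438, 500 and 730 FPKM in the same order. The class II genes H2-Aa and H2-Eb1, carried by antigen-presenting cells, had 92, 134, 73.2 and 81.9 FPKM and 80.6, 110, 50.4 and 58.5 FPKM. H2-D1, H2-Aa and H2-Eb1 did not pass the size rule in any of the 4 comparisons.

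Of 9 host genes of small nucleolar RNAs, listed because Gas5 was seen to be low and with Gas5 among them, 4 fell in WT Dox and 4 in Smad3 KO saline, each against WT saline, with medians of -0.74 and -0.08. Gas5 had 36, 6.39, 7.6 and 11.9 FPKM and Snhg12 had 29, 11.2, 6.76 and 13.6 FPKM.

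The clock output gene Dbp was higher in KO than in WT libraries, with 25.6 and 82.2 FPKM in the saline pair and 40.8 and 127 FPKM in the Dox pair. A different time of day at harvest is a candidate explanation. The 8 other clock-controlled genes had a median of -0.10 between the saline libraries, with 3 higher and 5 lower. By the bounds written beforehand this median counts against that explanation. The 8 values ran from -0.60 to 1.04, so their median decides little. Arntl and Npas2, of the opposite phase, had a mean of -0.77, which met the bound in favor, with Npas2 under the filter on low values. Between the Dox libraries these 2 genes went apart, with Arntl at -1.19 and Npas2 at 0.91. The time of harvest cannot be told apart from genotype here.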
